# Chromatin-mediated translational control is essential for neural cell fate specification

**DOI:** 10.26508/lsa.201700016

**Published:** 2018-08-23

**Authors:** Dong-Woo Hwang, Anbalagan Jaganathan, Padmina Shrestha, Ying Jin, Nour El-Amine, Sidney H Wang, Molly Hammell, Alea A Mills

## Abstract

Neural cell fate specification is a multistep process in which stem cells undergo sequential changes in states, giving rise to particular lineages such as neurons and astrocytes. This process is accompanied by dynamic changes of chromatin and in transcription, thereby orchestrating lineage-specific gene expression programs. A pressing question is how these events are interconnected to sculpt cell fate. We show that altered chromatin due to loss of the chromatin remodeler Chd5 causes neural stem cell activation to occur ahead of time. This premature activation is accompanied by transcriptional derepression of ribosomal subunits, enhanced ribosome biogenesis, and increased translation. These untimely events deregulate cell fate decisions, culminating in the generation of excessive numbers of astrocytes at the expense of neurons. By monitoring the proneural factor Mash1, we further show that translational control is crucial for appropriate execution of cell fate specification, thereby providing new insight into the interplay between transcription and translation at the initial stages of neurogenesis.

## Abstract (precis)

Chd5 loss links the up-regulation of ribosomal genes to enhanced translation, causing the untimely production of a master transcription factor that unleashes stem cells and alters cell fate.

## Introduction

In both the embryonic and the adult brain, specialized astrocytes residing in germinal niches of the ventricular–subventricular zone surrounding the lateral ventricles and the subgranular zone of the dentate gyrus of the hippocampus are recognized as brain-specific neural stem/progenitor cells (NSCs) (Adams et al, 2004; Kriegstein & Alvarez-Buylla, 2009; Bayraktar et al, 2014; Taverna et al, 2014; Bond et al, 2015). These neuroepithelial cell derivatives with features of the astroglial lineage are also referred to as radial glial cells and type B cells in the embryonic and adult brain, respectively, based on their apicobasal cellular architecture and expression of astroglial markers (Alvarez-Buylla et al, 2001; Merkle et al, 2004). These NSCs persist throughout adult life, retaining the capacity to give rise to the major lineages of the brain, including neurons and glia (Gage & Temple, 2013).

Specification of NSC fate is fundamentally tied to the question of how a cell exits from the uncommitted state of the multipotent stem cell, transitions to a more restricted state of the immediate progenitor cell, and ultimately becomes a terminally differentiated cell with a specified fate—that is, what intrinsic and/or extrinsic molecular mechanisms underlie this process? (Morrison et al, 1997; Edlund & Jessell, 1999). Inherent heterogeneity of the neural progenitor pool—which is a feature of both the developing and the postnatal mouse brain—has been proposed as a source of diversity for neuronal and glial cell types (Alvarez-Buylla et al, 2008; Rowitch & Kriegstein, 2010; Ihrie & Alvarez-Buylla, 2011). In particular, the observation that different types of adult olfactory bulb interneurons originate from distinct progenitor populations exemplifies how progenitor heterogeneity can provide an intrinsic mechanism that drives neural cell fate specification (Merkle et al, 2007; Alvarez-Buylla et al, 2008). Recent findings for coexistence of a population of slowly cycling quiescent NSCs (i.e., “quiescent” NSCs, qNSCs) with a population of a mitotically active NSCs (i.e., “activated” NSCs, aNSCs) in the ventricular–subventricular and the subgranular zones of adult mice further highlight inherent heterogeneity at the transcriptional level, providing a complex picture of how transcriptional regulation underlies neural cell fate specification (Codega et al, 2014; Mich et al, 2014; Llorens-Bobadilla et al, 2015; Shin et al, 2015). Despite this evidence supporting the interconnection between stem cell fate and transcription, the direct or indirect roles of chromatin remodelers and the extent to which the changes exerted by these remodelers affect chromatin dynamics, transcriptional cascades, and downstream events driving cell fate specification have yet to be clearly understood.

The chromatin remodeling protein CHD5 (Li et al, 2014; Quan & Yusufzai, 2014) is a tumor suppressor encoded at human 1p36 (Bagchi et al, 2007)—a genomic region frequently deleted in a variety of cancers, including neuroblastoma and glioma (Bagchi & Mills, 2008). Chd5 is expressed robustly in terminally differentiated postmitotic neurons (Vestin & Mills, 2013) and is also detected in hippocampal progenitor cells expressing Sox3 (Egan et al, 2013)—a transcription factor that marks proliferating and differentiating neural progenitors as well as some populations of postmitotic neurons of the forebrain (Wang et al, 2006). Chd5 is also expressed in neural progenitors isolated from embryonic day 14.5 (E14.5) rat cortices (Nitarska et al, 2016), suggesting that it plays a role in early stages of neurogenesis. It has been reported that Chd5 knockdown during late neurogenesis impedes cortical migration (Egan et al, 2013; Nitarska et al, 2016). However, it is not clear whether Chd5 functions at early stages to restrict the NSC transition to the mitotically active state, and if so, how perturbation of this bottleneck affects cell fate specification at later stages of neurogenesis. Using primary neural stem/progenitor cells isolated from Chd5-deficient neonatal brains, we found that untimely NSC activation at the beginning of differentiation alters cell fate decisions to favor the astroglial over the neuronal lineage. These findings indicate that the NSC activation process at the very onset of differentiation is crucial for fine-tuning ultimate cell fate and that the chromatin remodeler Chd5 plays a pivotal role in this process. We show that prematurely activated Chd5-deficient NSCs have chromatin perturbations and that more than half of the genes encoding ribosomal subunit proteins are significantly up-regulated, indicating that Chd5-mediated chromatin regulation is essential for transcriptional regulation of ribosome biogenesis. Importantly, an increase in protein synthesis driven by this untimely enhancement of ribosome biogenesis disrupts the dynamic translational regulation aberrant expression of the key proneural transcription factor Mash1 at the beginning of differentiation, thereby altering neuronal lineage specification. These observations reveal multiple layers of regulatory control that dictate cell fate specification and demonstrate that the temporal coordination of these events plays a central role in the execution of neural cell fate.

## Results

### Chd5 deficiency causes premature activation of neural stem/progenitor cells

To determine whether Chd5 deficiency impacts inherent stem cell characteristics, we used a previously generated Chd5-deficient mouse model (Li et al, 2014) and examined the morphology and proliferation of primary NSCs isolated from postnatal day 1 (P1) +/+ and *Chd5*−/− brains using previously established protocols (Reynolds & Weiss, 1992; Deleyrolle & Reynolds, 2009). Compared with controls, Chd5-deficient NSCs grown under adherent conditions had a markedly distinct morphology, displaying a stocky shape with less pronounced radial processes (Fig 1A). Chd5-deficient NSCs also had enhanced proliferative potential, as indicated by their ability to form larger neurospheres that incorporated significantly more EdU than controls (Fig 1A–C). Importantly, exogenous Chd5 rescued the enhanced proliferative potential of Chd5-deficient NSCs, effectively reducing the size of the neurospheres (see Fig 1B). This shows that deficiency of Chd5 enhances NSC proliferation and that exogenous Chd5 reverses this effect, thereby indicating that Chd5 is necessary and sufficient for proper regulation of NSC proliferation.

**Figure 1.**
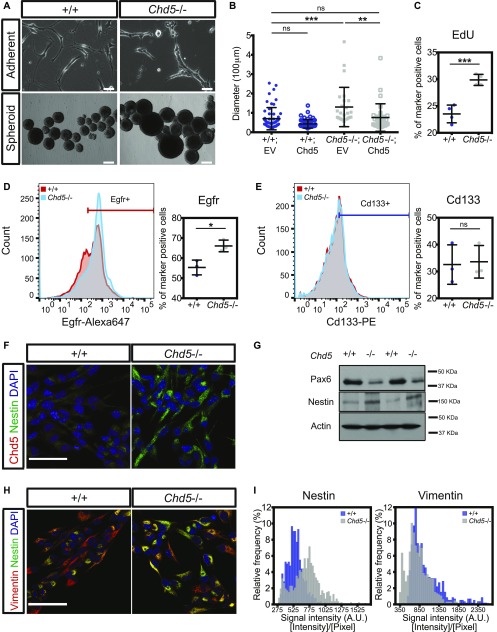
Chd5 deficiency in NSCs leads to premature activation. **(A)** Representative phase contrast images of wild-type (+/+) and Chd5-deficient (*Chd5*−/−) postnatal day 1 (P1) NSCs grown as adherent cultures (upper images) and neurosphere cultures (lower images). Scale bars = 100 μm (upper images) and 200 μm (lower images). **(B)** Quantification of the size of wild-type and Chd5-deficient NSC neurospheres expressing empty vector (EV) or Chd5 cDNA (Chd5). Data are represented as mean ± SD (n = 3). ns, no significance; **<0.01; ***<0.001; Tukey's multiple comparison test. **(C)** Flow cytometry of EdU-incorporated populations of wild-type and Chd5-deficient NSCs. Data are represented as mean ± SD (n = 4). ***<0.001; unpaired *t* test. **(D, E)** Flow cytometry of Egfr-positive and Cd133-positive populations in wild-type and Chd5-deficient NSCs. Data are represented as mean ± SD (n = 3). ns, no significance; *<0.05; unpaired *t* test. **(F, G)** Immunofluorescent images and Western blots of wild-type and Chd5-deficient NSCs, assessed for Chd5 (red), nestin (green), and DAPI nuclear signal (blue) (left panels), or assessed for Pax6, nestin, and β-actin (actin) expression (right panels). Scale bar = 50 μm. **(H, I)** Representative immunofluorescent images of wild-type and Chd5-deficient NSCs, assessed for vimentin (red), nestin (green), and DAPI nuclear signal (blue), and corresponding distribution of mean signal intensities over pixels of nestin and vimentin expression in randomly selected fields (4–5 fields per sample, n = 2–3). Scale bar = 50 μm.

We next asked whether these features of Chd5-deficient NSCs represented a shift from the relatively quiescent to the more activated state by assessing expression of activated NSC (aNSC)-specific markers in early passage +/+ and *Chd5*−/− NSCs. In support of this idea, we found that the aNSC Egfr+ (i.e., Egfr^high^) population was significantly expanded in Chd5-deficient NSCs (Fig 1D), whereas the general NSC (i.e., Cd133+) population was not appreciably altered (Fig 1E). Consistent with expansion of the Egfr+ population, the NSC marker paired box 6 (Pax6) was decreased, whereas the aNSC marker nestin—an intermediate filament protein predominantly expressed in aNSCs (Codega et al, 2014; Mich et al, 2014)—was enhanced (Fig 1F and G). Immunofluorescent analysis for nestin expression relative to the general NSC marker vimentin further showed enrichment of the activated NSC population (Fig 1H and I). These findings indicate that Chd5 deficiency promotes precocious mitotic activation and enhanced proliferative potential.

### Premature activation at the onset of differentiation dictates ultimate cell fate

We asked if the premature activation we observed in Chd5-deficient NSCs at the initial stages of the differentiation process would impact cell fate specification at later stages. To test this idea, we first assessed the temporal dynamics of the NSC activation process over the course of differentiation by monitoring nestin expression (Fig S1A). In wild-type NSCs, nestin levels increased immediately upon differentiation, plateaued between 3 and 12 h, and gradually decreased afterwards to levels similar to that of undifferentiated cells by the 24-h time point (Fig S1B). In contrast with the highly dynamic nature of NSC activation we found in control cells, nestin expression increased in far smaller increments in Chd5-deficient NSCs, peaked at 6 h, and maintained this level over the first 24-h period of differentiation (Fig S1C). The degree of change between successive time points was much smaller in Chd5-deficient NSCs, revealing a relatively flat profile when compared with controls (Fig S1D). These findings indicate that both the timing and the extent of stem cell activation at the initial stages of differentiation are deregulated in Chd5-deficient NSCs.

**Figure S1.**
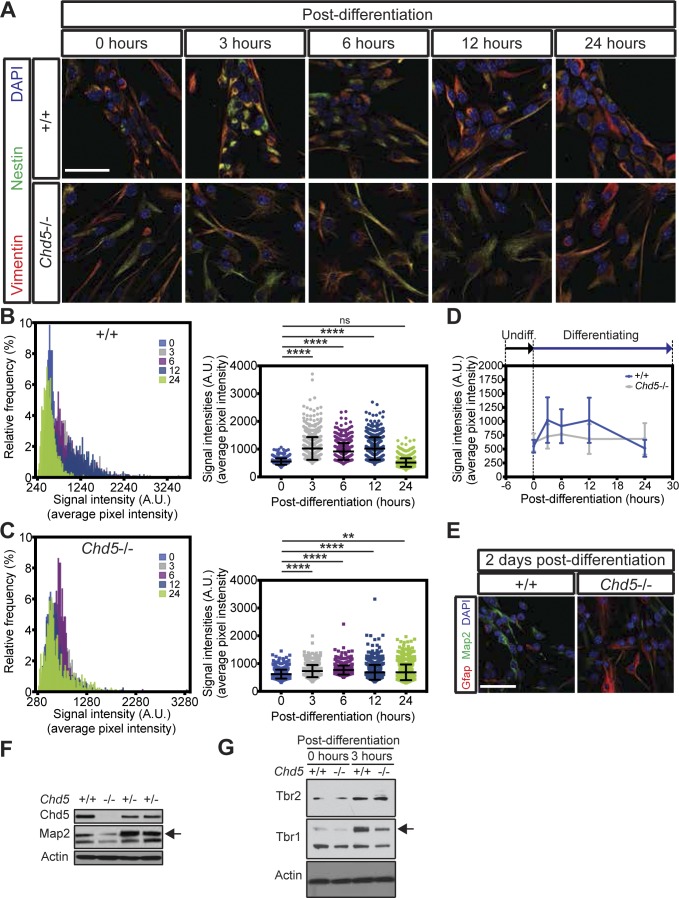
Disrupted dynamics of early stages of differentiation perturbs neural cell fate specification. **(A)** Representative immunofluorescent images of wild-type (+/+) and Chd5-deficient (*Chd5*−/−) NSCs that were undifferentiated (0 h) or differentiated (for 3, 6, 12, and 24 h) and assessed for vimentin (red), nestin (green), and DAPI nuclear signal (blue). Scale bar = 50 μm. **(B, C)** Distribution and comparison of mean signal intensities over pixels of nestin expression in randomly selected fields (4–5 fields per sample) of wild-type (upper panels) and Chd5-deficient (lower panels) NSCs at the time points, indicated in representative images in Fig S1A. Data are represented as mean ± SD (n = 2). ns, no significance; **<0.01; ****<0.0001; Tukey’s multiple comparisons test. **(D)** Temporal representation of mean signal intensities over pixels of nestin expression of wild-type (blue) and Chd5-deficient (gray) NSCs, as plotted in Fig S1B and C. Data are represented as mean ± SD (n = 2). **(E)** Immunofluorescent images of wild-type and Chd5-deficient NSCs that were differentiated for 48 h and assessed for Gfap (red), Map2 (green), and DAPI nuclear signal (blue). Scale bar = 50 μm. **(F)** Western blots of P1 neonatal wild-type and Chd5-deficient cortices and assessed for Chd5, Map2, and β-actin (actin) expression. Arrow indicates the band with a predicted molecular weight. **(G)** Western blots of undifferentiated wild-type and Chd5-deficient NSCs (0 h post-differentiation) and differentiated cells (3-h post-differentiation), assessed for Tbr2, Tbr1, and β-actin (actin) expression. Arrow indicates the band with a predicted molecular weight.

To test whether the premature activation of *Chd5*−/− NSCs affected cell fate specification at later stages, we performed neural differentiation assays and assessed cellular identities of mixed neural lineages (i.e., neurons and astrocytes) at 2, 4, and 7 d post-differentiation (Figs S1E and 2A, B, and E). Strikingly, immunofluorescent microscopy 2 d into the differentiation process revealed that wild-type NSCs generated mostly neurons (i.e., cells expressing the neuron-specific microtubule-associated protein 2 [Map2]) with a smaller fraction of astrocytes (i.e., cells expressing the astrocyte-specific glial fibrillary acidic protein [Gfap]) (Fig S1E). Although Chd5-deficient NSCs also gave rise to both neurons and astrocytes, the distributions of these two lineages were dramatically altered relative to controls, with neurons being notably underrepresented. Consistent with this observation, Map2 levels in P1 neonatal *Chd5*−/− cortex were considerably lower compared with wild-type littermate controls, further confirming underrepresentation of the neuronal lineage (Fig S1F). In addition, we noted that the early neuronal marker, T-box brain gene (Tbr1), was compromised in Chd5-deficient cells at 3-h post-differentiation, whereas the intermediate progenitor marker, eomesodermin homolog (Tbr2), did not appreciably change (Fig S1G), suggesting that neuronal lineage specification of *Chd5*−/− NSCs was affected at an early stage of differentiation. Most importantly, differentiation assays at later time points (i.e., 4 and 7 d post-differentiation) revealed that Chd5-deficient cultures had an underrepresentation of Map2+ neurons, and an overabundance of Gfap+ astrocytes (Fig 2). These findings indicate that Chd5 deficiency and subsequent premature activation of NSCs at the onset of differentiation causes misdirected cell fate specification at later stages.

**Figure 2.**
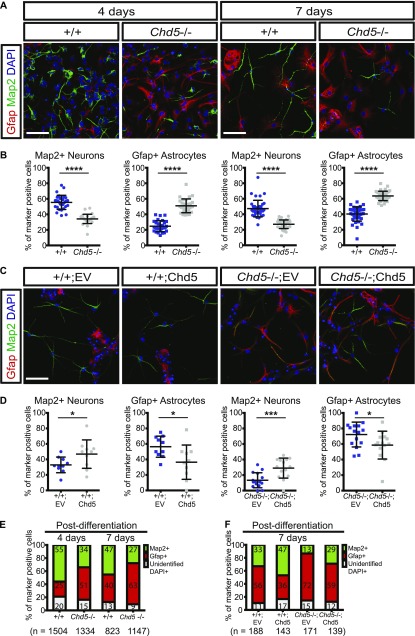
Chd5-deficient NSCs generate excessive astrocytes at the expense of neurons. **(A, B)** Representative immunofluorescent images of wild-type (+/+) and Chd5-deficient (*Chd5*−/−) NSCs (upper panels) that were differentiated for 4 d (left panels) and 7 d (right panels) and analyzed for Gfap (red), Map2 (green), and DAPI nuclear signal (blue), with corresponding quantification (lower panels) of Map2+ neurons and Gfap+ astrocytes in randomly selected fields (10–20 fields per sample). Data are represented as mean ± SD (n = 2–3). ****<0.0001; unpaired *t* test. Scale bar = 50 μm. **(C, D)** Representative immunofluorescent images of wild-type NSCs transduced with empty vector (+/+;EV) or Chd5 cDNA (+/+;Chd5) (left panels) and Chd5-deficient NSCs transduced with empty vector (*Chd5*−/−;EV) or Chd5 cDNA (*Chd5*−/−;Chd5) (right panels), which were differentiated for 7 d and analyzed for Gfap (red), Map2 (green), and DAPI nuclear signal (blue) (upper panels), with corresponding quantification of Map2+ neurons and Gfap+ astrocytes (lower panels) in randomly selected fields (5–8 fields per sample). Data are represented as mean ± SD (n = 2). *<0.05; ***<0.001; unpaired *t* test. Scale bar = 50 μm. **(E)** Distribution of Map2+ neurons and Gfap+ astrocytes of cultures of wild-type and Chd5-deficient NSCs 4 and 7 d post-differentiation; representation of data shown in Fig 2A and B. Numbers indicate mean percentage of each population. n indicates the total number of cells analyzed. **(F)** Distribution of Map2+ neurons and Gfap+ astrocytes of cultures of wild-type and Chd5-deficient NSCs expressing EV or Chd5 cDNA (Chd5) and subject to differentiation for 7 d; representation of data shown in Fig 2C and D. Numbers indicate mean percentage of each population. n indicates the total number of cells analyzed.

To determine whether altered cell fate specification in Chd5-deficient NSCs was caused by Chd5's absence, we reintroduced exogenous Chd5 and assessed cell fate specification 7 d into the differentiation process (see Fig 2C, D, and F). This revealed that Chd5-deficient NSCs expressing exogenous Chd5 generated similar ratios of neurons to astrocytes as did controls, confirming a causal link between Chd5 and cell fate specification. These findings demonstrate that Chd5-deficient NSCs undergo altered cell fate decisions, favoring the astroglial over the neuronal lineage, and that reintroduction of exogenous Chd5 is sufficient to correct these cell fate specification defects. Thus, the timing and degree of NSC activation at the very onset of differentiation fine-tunes ultimate cell fate, and the chromatin remodeler Chd5 plays a pivotal role in this process.

### Chd5 deficiency affects chromatin and causes large-scale transcriptional derepression of genes encoding ribosomal subunits

Based on our findings that NSC fate specification is altered by Chd5 deficiency and that Chd5 remodels chromatin both in vitro and in vivo (Li et al, 2014; Quan & Yusufzai, 2014), we hypothesized that Chd5 plays a pivotal role in regulating chromatin and impacting transcription during the early stages of NSC activation. To test this possibility, we visualized DAPI-stained chromatin in wild-type and Chd5-deficient NSCs during differentiation (Fig S2A). In control NSCs, we found that the intensity of the DAPI nuclear signal increased progressively during the initial 48 h of differentiation, indicating that chromatin undergoes dynamic changes during this window (Fig S2B and C). In contrast to controls, Chd5-deficient NSCs had a significantly lower DAPI nuclear signal even before differentiation, suggesting that chromatin was altered (Fig S2B and D). Throughout the entire 48 h of differentiation, the DAPI nuclear signal remained much lower in Chd5-deficient NSCs. Although Chd5-deficient NSCs gradually gained signal intensity during this window, they failed to achieve levels comparable with those of wild-type NSCs, even at 48 h into the differentiation process. Consistent with this observation, direct visualization of histone clusters by immunofluorescent analyses, combined with structured illumination microscopy, showed that signal intensities of histone H2B spots in Chd5-deficient NSCs were significantly lower both before and 3 h after differentiation (Fig S3A and B). Notably, other physical and distribution properties (i.e., size, distance among clusters, and numbers of neighboring histone clusters) of histone H2B spots in *Chd5*−/− NSCs were initially unaltered before differentiation but were significantly affected at the 3-h time point, suggesting that Chd5 deficiency exerted its effect on nucleosomes during the differentiation process (Fig S3B and C). These findings suggest that Chd5 deficiency perturbs chromatin during the early stages of differentiation.

**Figure S2.**
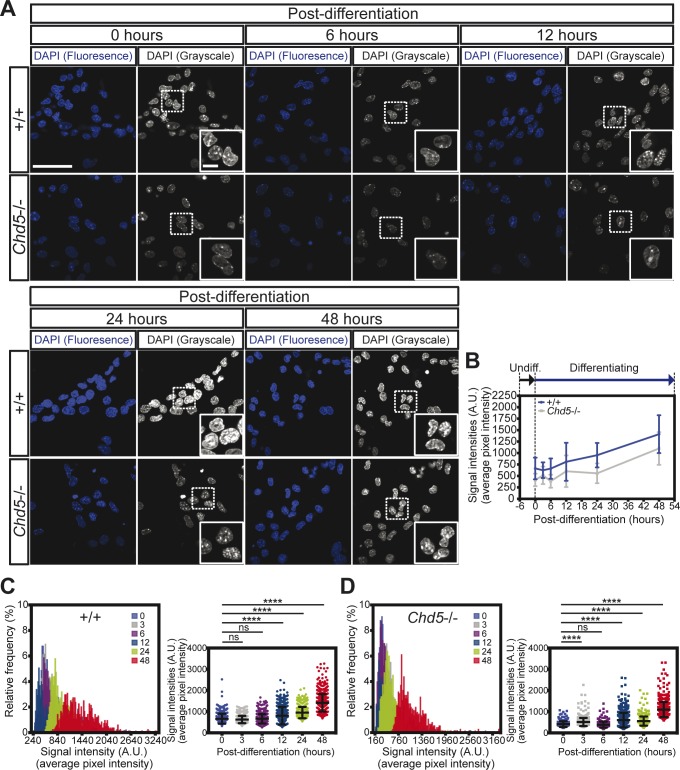
Nuclear DNA signal is altered in Chd5-deficient NSCs. **(A)** Representative immunofluorescent images of wild-type (+/+) and Chd5-deficient (Chd5−/−) NSCs that were undifferentiated (0 h) or differentiated (for 6, 12, 24 and 48 h) and assessed for DAPI nuclear signal (left panels) and corresponding grayscale images (right panels). Dashed rectangles indicate the zoomed-in regions, shown in insets. Scale bar = 50 μm (main image) and 10 μm (insets). **(B)** Temporal representation of mean signal intensities over pixels of DAPI nuclear signal of wild-type (blue) and Chd5-deficient (gray) NSCs, as plotted in Fig S2C and D. Data are represented as mean ± SD (n = 2). **(C, D)** Distribution and comparison of mean signal intensities over pixels of DAPI signal in randomly selected fields (9–16 fields per sample) of wild-type (upper panels) and Chd5-deficient (lower panels) NSCs at all time points, indicated in representative images in Fig S2A. Data are represented as mean ± SD (n = 2). ns, no significance; ****<0.0001; Tukey’s multiple comparisons test.

**Figure S3.**
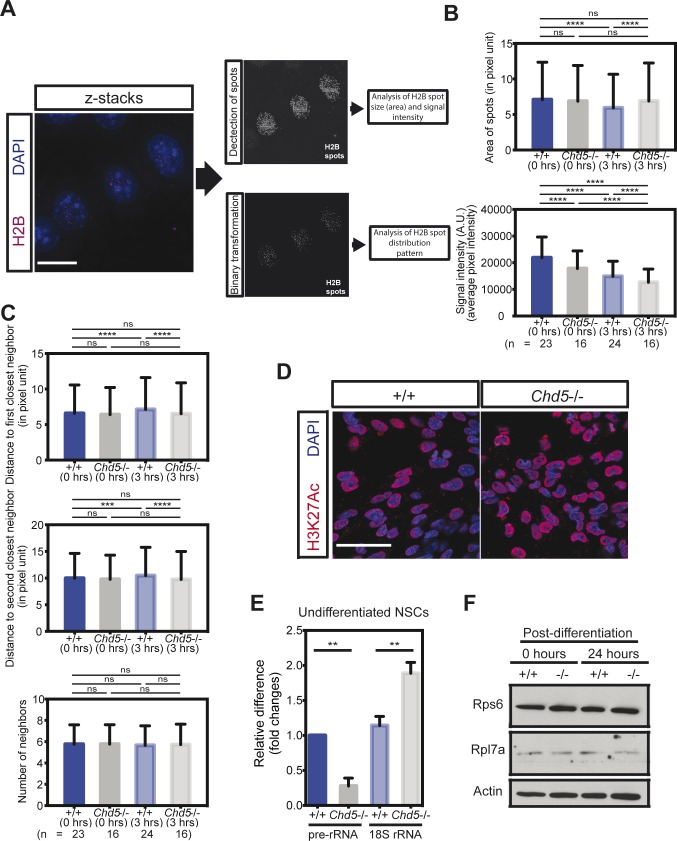
Chd5-deficient NSCs have alterations in histone distribution. **(A)** Schematic illustration of H2B clustering pattern analysis of wild-type (+/+) and Chd5-deficient (*Chd5*−/−) NSCs that were undifferentiated (0 h) or differentiated (for 3 h). Series of z-stacks of high-resolution structured illumination microscopy immunofluorescent images (left panel) were segmented and analyzed for detection of histone H2B spots in each nucleus (upper right panel). Spot properties (i.e., sizes and mean signal intensities over pixels) of H2B spots were assessed. Images with detected spot information were subsequently transformed into binary grayscale images (bottom right panel), and clustering patterns (i.e., distance to first closest neighbor, distance second closest neighbor, and number of neighbors) among H2B spots were further examined. **(B)** Quantification of spot properties of wild-type and Chd5-deficient NSCs that were undifferentiated (0 h) or differentiated (for 3 h). Data are represented as mean ± SD. n indicates the total number of cells analyzed. ns, no significance; ****<0.0001; Tukey’s multiple comparisons test. **(C)** Quantification of clustering patterns of wild-type and Chd5-deficient NSCs that were undifferentiated (0 h) or differentiated (for 3 h). Data are represented as mean ± SD. n indicates the total number of cells analyzed. ns, no significance; ***<0.005; ****<0.0001; Tukey’s multiple comparisons test. **(D)** Immunofluorescent images of undifferentiated wild-type and Chd5-deficient NSCs (left panels) assessed for H3K27Ac (red) and DAPI nuclear signal (blue). Scale bar = 50 μm. **(E)** Quantification of pre-rRNA and 18S rRNA of wild-type and Chd5-deficient NSCs. Data are represented as mean ± SD (n = 2–3). **<0.005; unpaired *t* test. **(F)** Western blots of undifferentiated wild-type and Chd5-deficient NSCs (0 h post-differentiation) and differentiated cells (24 h post-differentiation), assessed for Rps6, Rpl7a, and β-actin (actin) expression.

Maintenance of chromatin organization is modulated by the polycomb repressive complexes, which methylates lysine 27 (K27) of histone H3 to establish H3K27me3, a key repressive histone modification directly associated with the physical state of chromatin (Williamson et al, 2014; Boettiger et al, 2016). To determine whether the chromatin alterations we observed in Chd5-deficient NSCs were due to modifications of K27 of histone H3, we used immunofluorescent microscopy and western blot analysis (Figs 3A and B, and S3D). These analyses revealed that *Chd5*−/− NSCs had reduced levels of H3K27me3 and enhanced expression of H3K27ac—a mark associated with transcriptional activation. We also noted that the H3K27 methyl transferase Ezh2 was slightly compromised, which may have contributed to the reduced H3K27me3 levels (Fig 3B). Importantly, RNAi-mediated depletion of the histone demethylase Utx—an enzyme that catalyzes the removal of H3K27me3—rescued the cell fate defects of *Chd5*−/− NSCs (Fig 3C–E). These observations suggest that aberrant modification of lysine 27 of histone H3 deregulates chromatin dynamics during differentiation, culminating in perturbation of cell fate specification.

**Figure 3.**
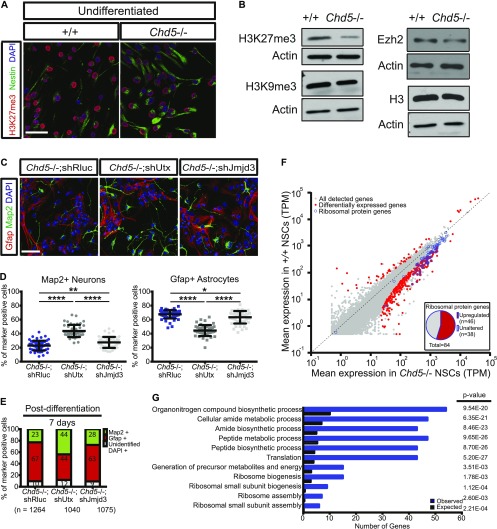
Chd5 deficiency leads to compromised expression of the repressive histone mark H3K27me3 and up-regulation of ribosomal protein genes. **(A, B)** Immunofluorescent images of undifferentiated wild-type (+/+) and Chd5-deficient (*Chd5*−/−) NSCs (left panels) assessed for H3K27me3 (red), nestin (green), and DAPI nuclear signal (blue), and Western blots (right panels) probed for H3K27me3, H3K9me3, Histone H3, Ezh2, and β-actin (actin). Scale bar = 50 μm. **(C, D)** Representative immunofluorescent images of Chd5-deficient NSCs transduced with control shRluc (*Chd5*−/−; shRluc), shUtx (*Chd5*−/−; shUtx), and shJmjd3 (*Chd5*−/−; Jmjd3) that were differentiated for 7 d and analyzed for Gfap (red), Map2 (green), and DAPI nuclear signal (blue) (upper panels), with corresponding quantification (lower panels). Data are represented as mean ± SD (n = 3). *<0.05; **<0.01; ****<0.0001; Tukey's multiple comparison test. Scale bar = 50 μm. **(E)** Distribution of Map2+ neurons and Gfap+ astrocytes in cultures of wild-type and Chd5-deficient NSCs expressing control shRluc, shUtx, and shJmjd3 that were differentiated for 7 d; representation of data shown in Fig 3C. Numbers indicate mean percentage of each population. n indicates the total number of cells analyzed. **(F)** Comparison of steady-state mRNA levels of wild-type and Chd5-deficient NSCs. Mean relative log10-TPM expression values of two replicates for each condition are displayed. Differentially expressed genes are shown in red and ribosomal protein genes are marked with blue circles. Embedded pie chart indicates the fraction of up-regulated ribosomal protein genes (n = 46) among the total number of ribosomal protein genes (n = 84). See also Tables S1 and S2. **(G)** GO terms displaying significant enrichment (>fivefold) of differentially expressed genes in Chd5-deficient NSCs. See also Table S2. TPM, transcripts per million mapped.

To determine if the reduction in H3K27me3 had an effect on global gene expression, we performed RNA-sequencing (RNA-seq) analysis in control and Chd5-deficient NSCs (Fig 3F and Table S1). 

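RNA was sequenced from primary NSCs of 2 +/+ and 2 Chd5−/− mice, each culture grown from the periventricular region of 1 newborn brain, from stranded libraries of polyadenylated RNA. The samples are numbered replicate 1 and replicate 2 within each genotype. The paper gives postnatal day 1 for the cultures, as does the growth protocol in the sample labels. The age entries of the same labels give postnatal days 1 and 2 for the +/+ samples and days 3 and 4 for the Chd5−/− samples. By these entries age and genotype go together, but the labels contradict themselves. The authors deposited 1 table of TPM values, with 18169 rows and 2 decimals. The columns sum to 1000016 and 1000015 TPM in the +/+ samples and to 1000019 and 1000031 TPM in the Chd5−/− samples. TPM keeps no record of the number of reads, so the depth of each sample is unknown and no counting error can be attached to a value. The paper's text does not name the aligner, the counting program, the genome build or the gene annotation, and 196 gene names occur in more than 1 row.

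Chd5, the targeted gene, lies on chromosome 4 of GRCm38 from 152338651 to 152390194 on the plus strand. Its TPM was 0.39 and 0.37 in the +/+ samples and 0.06 and 0.04 in the Chd5−/− samples. The 2 genotypes did not overlap, but every value was under the minimum mean of 1 TPM used for testing. The difference in log2(TPM + 1) was -0.39, and with a pseudocount of 0.1 it was -1.68.

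The genotypes were compared with limma on log2(TPM + 1), with a trend of variance on mean expression, over the 12576 rows with a mean of at least 1 TPM. Benjamini-Hochberg adjustment was made over all of these rows. The deposited values were not rescaled. Every log2 fold change given here is a difference of group means of log2(TPM + 1), which understates the change of genes with low TPM. The choices that could change the numbers are the pseudocount, the minimum TPM, the scaling between samples, and whether trends with GC content and transcript length are removed.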

We found that of the genes that were deregulated in *Chd5*−/− NSCs (n = 361), the majority (86%) were up-regulated relative to controls, indicating that extensive transcriptional derepression had taken place. 

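With limma, 7 of the 12576 rows had an adjusted p-value under 0.05, 4 of them higher and 3 lower in Chd5−/− NSCs, so that 57.1% were higher (95% Wilson interval across genes, 25.1% to 84.2%). At an unadjusted p-value under 0.05 there were 2748 higher and 285 lower rows as deposited, 1508 higher and 1311 lower after median-of-ratios scaling, 1103 higher and 1024 lower after quantile normalization, and 622 higher and 792 lower with trends with GC content and length removed. No row passed the adjusted threshold when rows with low TPM were also tested, and 3473 then had an unadjusted p-value under 0.05. Without any test, 2533 rows differed by 2-fold or more, of which 2330 were higher and 203 lower, a share of 92.0% higher. This share depended on the scaling. It was 69.8% after median-of-ratios scaling, 62.1% after quantile normalization and 55.0% after trends with GC content and length were removed from each sample. The median log2 fold change of all rows was 0.34 as deposited, 0.0052 after median-of-ratios scaling, -0.054 after quantile normalization, 0.13 after rescaling without the 20 most abundant rows, and -0.020 after the GC and length trends were removed. Median-of-ratios scaling, quantile normalization and removal of the trends each bring the typical difference between samples close to 0. They would also remove a rise shared by most genes. The lower counts and shares under them therefore cannot decide whether such a rise took place.

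Among the genes that rose, Tagln3 (chromosome 16 of GRCm38, 45711230 to 45724608, minus strand) went from 2.61 ± 0.912 to 117 ± 26.2 TPM (SD, n = 2 per genotype), a log2 fold change of 5.04 (standard error 0.32, adjusted p = 0.0267). Fam65a (chromosome 8, 105605255 to 105622219, plus strand) went from 5.50 ± 1.44 to 86.6 ± 0.0849 TPM, a log2 fold change of 3.77 (adjusted p = 0.0412). Bmp3 (chromosome 5, 98854415 to 98884396, plus strand) rose by 4.42 on the log2 scale without passing the threshold (adjusted p = 0.0585). The microRNA genes Mir6516 (chromosome 11, 117077348 to 117077457, plus strand) and Mir7-1 (chromosome 13, 58392779 to 58392886, minus strand) were listed at 0 TPM in both +/+ samples. In the Chd5−/− samples Mir6516 was at 125.66 and 61.90 TPM (adjusted p = 0.0267) and Mir7-1 at 73.15 and 72.06 TPM (adjusted p = 0.0226). Each lies within a longer host gene, with which reads can be shared.

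The largest fall was that of AK216824, for which the annotation used here gives no position, from 142 ± 37.7 to 0.235 ± 0.318 TPM, a log2 fold change of -6.85 (adjusted p = 0.0242). Six3 (chromosome 17, 85613608 to 85629302, plus strand) had a log2 fold change of -4.59 (adjusted p = 0.0267) and Six3os1 (85600651 to 85618398, minus strand) of -5.54 (adjusted p = 0.0267). These 2 genes overlap on opposite strands, and the paper's text does not state whether counting used the strand, so their values are uncertain where they overlap. Fam84a (chromosome 12, 14146830 to 14152054, minus strand) had a log2 fold change of -3.16 (adjusted p = 0.0585) and Nudt7 (chromosome 8, 114133557 to 114154739, plus strand) of -3.12 (adjusted p = 0.120).

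The log2 fold change rose with the GC content of the transcript (Spearman's rho = 0.59 across 12103 rows, which are not independent replicates). The median difference between genotypes went from -0.21 in the 1211 rows of lowest GC content to 0.98 in the 1211 rows of highest GC content. A trend in the same direction was present between the 2 +/+ samples (rho = 0.33) and not between the 2 Chd5−/− samples (rho = -0.026).

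From the share of deregulated genes that were up-regulated, the paper concludes that extensive transcriptional derepression had taken place.

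**Figure D1:**
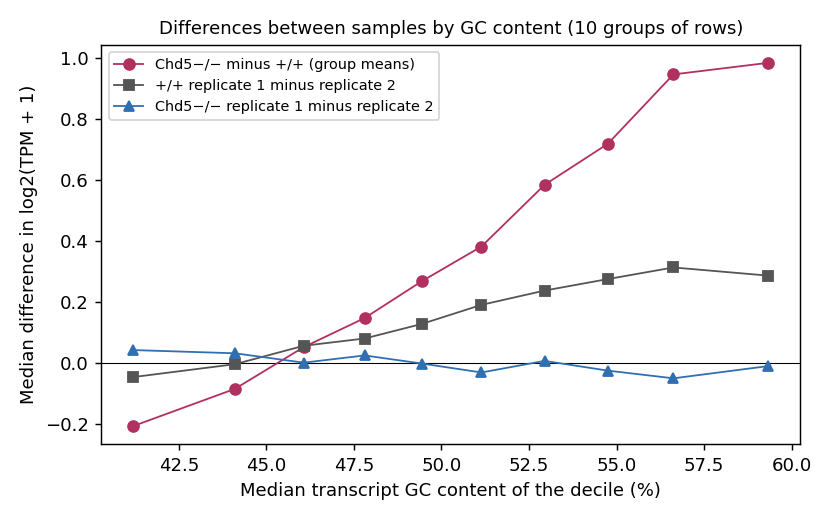
Median difference in log2(TPM + 1) against median transcript GC content in 10 groups of rows, for Chd5−/− minus +/+ and for replicate 1 minus replicate 2 within each genotype. The difference between genotypes rises from -0.21 to 0.98, and that between the +/+ replicates from -0.047 to 0.29.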

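Gene lists for steps of translation and ribosome production were each described by the median log2 fold change, to be read against the median of all rows. The GO annotation of single genes was not used here. The 76 ribosome biogenesis factors, which process and assemble rRNA and ribosomal subunits, had a median log2 fold change of 0.091. This sign was not kept under any other scaling between samples. The medians then went from -0.26 after median-of-ratios scaling to -0.13 after rescaling without the most abundant rows. The median of all rows moved as well, from 0.34 as deposited to 0.0052 and 0.13 under these scalings. The list lay below the median of all rows as deposited and under each scaling, so the change of sign alone says little about it. Without Chd5−/− replicate 1 the median of the list was -0.19, and without Chd5−/− replicate 2 it was 0.38. Without +/+ replicate 1 or 2 it was 0.22 or 0.010. The 13 genes of the RNA polymerase I machinery had a median of 0.31, which became -0.24 after quantile normalization and -0.11 with GC and length trends removed, and which was -0.15 without Chd5−/− replicate 1. The 51 translation initiation factors had a median of 0.25, which became -0.12 after median-of-ratios scaling and -0.13 with the trends removed, and which was 0.37 without either +/+ replicate 1 or Chd5−/− replicate 2. The 9 genes listed as translation elongation factors had a median of 1.10, which was 0.42 with the trends removed and 0.59 without Chd5−/− replicate 1. This list includes Eef2k, Eef2kmt and Eef1e1, which are not elongation factors in the strict sense. Of its genes 7 were higher, but Eef1a1, the most abundant at a mean of 17048 TPM, was at -0.047, and Eef1e1 was at -0.96. Eef1a2 was at 14.27 and 0.42 TPM in the Chd5−/− samples, so its rise rests on replicate 1. The 79 mitochondrial ribosomal proteins had a median of 0.19, which became -0.17 after median-of-ratios scaling, -0.038 after rescaling and -0.14 with the trends removed, and which ranged from 0.087 to 0.39 with one sample left out.

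None of these 5 lists stood apart from the other rows in limma's camera test, with Benjamini-Hochberg adjustment over the 17 lists tested. The adjusted p-value was 0.0950 for ribosome biogenesis factors, 0.390 for elongation factors, 0.644 for initiation factors, and 0.979 for both the RNA polymerase I machinery and the mitochondrial ribosomal proteins. Of 10000 random lists matched on expression, 11 had a median at least as high as the elongation factors. Matched on GC content too, 109 did. These numbers were 818 and 3297 for initiation factors and 3217 and 9689 for mitochondrial ribosomal proteins. They were 5146 and 5376 for the RNA polymerase I machinery and 9628 and 9112 for biogenesis factors. Adjusted over the list alone, 3 elongation factor genes, 6 mitochondrial ribosomal protein genes, and 0 genes of each of the other 3 lists passed the threshold, and over all rows 0 genes of the 5 lists did. The numbers at an unadjusted p-value under 0.05 were 5 elongation factor, 21 mitochondrial ribosomal protein, 7 biogenesis factor, 5 RNA polymerase I and 13 initiation factor genes.

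**Figure D2:**
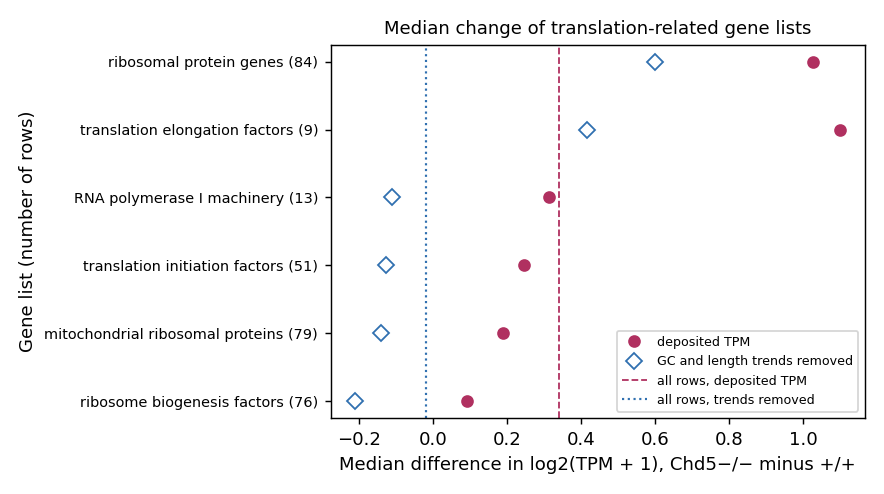
Median difference in log2(TPM + 1), Chd5−/− minus +/+, of 6 gene lists with the number of rows of each list, as deposited (filled circles) and with GC and length trends removed (open diamonds), with the medians of all rows as vertical lines. The ribosomal proteins and the elongation factors lie to the right of the median of all rows under both.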

Intriguingly, gene ontology (GO) analysis of the deregulated genes revealed a significant enrichment of translation-related and ribosome biogenesis-related GO terms (Fig 3G and Table S2). 

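The 84 genes encoding cytosolic ribosomal proteins, as listed in Table S3, had a median log2 fold change of 1.03, with a range from -0.19 to 2.96. Both Chd5−/− samples lay above both +/+ samples for 80 of them, and 46 rose by 2-fold or more. With limma, 65 had an unadjusted p-value under 0.05, 0 passed an adjusted threshold of 0.05 over all rows (smallest adjusted p = 0.0885, for Rps15), and 61 passed it adjusted over the list alone. The study came to these genes from the same samples, so the last number is not independent evidence. In simulated data the test called 0% of rows changed by 1 and 22% of rows changed by 2 on the log2 scale. That 0 passed over all rows therefore does not show that these genes were unchanged. The number at an unadjusted p-value under 0.05 was also 65 with a pseudocount of 0.1 or 5. It was 40 after median-of-ratios scaling, 43 after quantile normalization and 30 with GC and length trends removed. With the replicate number as a block it was 49, and 19 with the trends removed as well. The median fell to 0.65 after median-of-ratios scaling and to 0.60 with GC and length trends removed, and stayed above the median of all rows under each scaling. Without +/+ replicate 1 it was 1.34, and without +/+ replicate 2 it was 0.72.

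None of 10000 random lists of 84 rows matched on mean expression had a median as high, nor did any of 10000 lists matched on both expression and GC content, whose median was 0.29. Such a rank was not particular to these genes. A list of 8 mesenchymal genes also had 0 such lists under both matchings, with an adjusted p of 0.942 from camera. Matched on expression, 4 lists reached the median of glycolysis genes and 1 that of the respiratory chain. Matched on GC content too, 417 and 582 did. Set tests depended on how the correlation between genes was treated. Camera with its preset correlation of 0.01 gave a p-value of 5.2e-15 and camera with the estimated correlation of 0.81 one of 0.327, while fry gave 0.0644, and the smallest p-value that an exact permutation of 2 samples against 2 allows is 0.333. The 2 +/+ samples also differed from each other, by a median of 0.60 (replicate 1 higher), against -0.20 between the 2 Chd5−/− samples. Across the 84 genes, which are not independent replicates, the log2 fold change rose with GC content (rho = 0.71).

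The largest log2 fold changes were those of Rps15 (chromosome 10 of GRCm38, 80292453 to 80294114), Rpl8 (chromosome 15, 76904078 to 76906314) with 2.80, and Rpl18 (chromosome 7, 45715457 to 45720836) with 2.54. Rps15 was at 53.20 and 36.85 TPM in the +/+ samples and at 321.22 and 386.32 TPM in the Chd5−/− samples. The smallest were those of Rps27l (chromosome 9, 66946086 to 66949516), Rpl22l1 (chromosome 3, 28805436 to 28807424) with -0.061, and Rpl39 (chromosome X, 37082520 to 37085402) with 0.064. Rpl22l1 and Rpl39 changed sign with the GC and length trends removed, to 0.12 and -0.21, and Rpl39 also after median-of-ratios scaling (-0.31) and quantile normalization (-0.41). Without Chd5−/− replicate 2, Rps27l was at 0.38 and Rpl39 at -0.041. Rpl7a (chromosome 2, 26910764 to 26913318) rose by 1.85 (adjusted p = 0.120) and Rps6 (chromosome 4, 86854660 to 86857412) by 0.93 (adjusted p = 0.176), or by 0.56 without +/+ replicate 2. With the GC and length trends removed Rpl7a was at 1.38 and Rps6 at 0.35. Many ribosomal protein genes have processed pseudogenes with nearly the same sequence, so single values are uncertain where counting split reads among them.

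**Figure D3:**
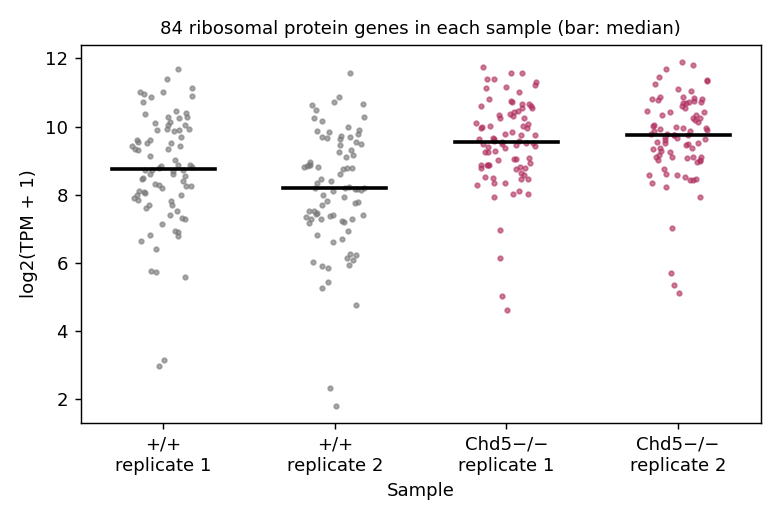
log2(TPM + 1) of the 84 ribosomal protein genes in each sample, with 1 point per gene and a bar at the median of each sample. The medians are 8.76 and 8.19 in the +/+ samples and 9.56 and 9.77 in the Chd5−/− samples.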

In fact, of the 84 genes encoding ribosomal proteins, 55% percent were significantly up-regulated in *Chd5*−/− NSCs (Fig 3F); the remaining genes were either unchanged or were modestly up-regulated (see Table S3). This raised the possibility that Chd5-deficient NSCs had a premature enhancement in translation-associated processes such as ribosome biogenesis and translation initiation. We found that the large ribosomal RNA precursor (pre-rRNA) in the total RNA pool was significantly down-regulated in Chd5-deficient NSCs, suggesting that premature processing of pre-rRNAs was taking place (Fig S3E, left bars). Despite these changes at the transcriptional level, we did not detect a change in expression of the ribosomal protein Rpl7a via western analysis (Fig S3F). Interestingly, in support of ribosomal biogenesis being augmented in *Chd5−/−* NSCs, quantitative RT–PCR indicated that expression of 18S rRNA—a rate-limiting component required for ribosome assembly—was significantly enhanced (see Fig S3E, right bars). Taken together, these findings indicate that Chd5 affects the chromatin state, deregulation of which leads to extensive transcriptional derepression, including most of the genes encoding ribosomal proteins. This enhanced expression of the translational machinery is correlated with premature activation of NSCs, thereby perturbing neural cell fate.

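Table S1 gives, for each gene, the TPM of the 4 samples with the paper's log2 fold change, p-value and adjusted p-value. Of its 361 rows, 356 have a name that was found in the deposited table, and in 350 of these all 4 TPM values were the same. All 356 had the same direction on log2(TPM + 1), 305 with both Chd5−/− samples above both +/+ samples and 51 with both below. Of these, 345 had an unadjusted p-value under 0.05 with limma, and the 7 rows past the adjusted threshold over all rows were among them. Across the 356 rows, which are not independent replicates, the rank correlation with the paper's log2 fold change was 0.99. The median GC content was 54.6% for the higher rows and 47.2% for the lower rows, against 50.3% for all rows tested. With GC and length trends removed, the higher rows had a median log2 fold change of 0.96, against 1.67 as deposited. Of the 296 higher rows with a GC content, 296 stayed above 0. These rows were picked as higher in the same samples, so this is not independent evidence.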

Table S1 List of differentially expressed genes in Chd5-deficient NSCs.

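Table S2 lists GO biological process terms with the number of genes in each term, the number observed among the genes of Table S1, the number expected, the fold enrichment and a p-value. These values are the paper's. The table gives no members of the terms, and the enrichment was not recomputed here. The observed numbers are counts of genes that pass the threshold of the table of deregulated genes, so they depend on how that threshold was reached.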

Table S2 List of significantly enriched GO terms.

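Table S3 holds the 84 ribosomal protein genes in the format of Table S1. All 84 were found in the deposited table with the same TPM values. The rank correlation of the log2 fold change on log2(TPM + 1) with the paper's was 0.998 across the genes. The 46 genes with a paper's adjusted p-value under 0.05 had a median log2 fold change here of 1.47 and a median GC content of 53.7%. The other 38 genes had a median of 0.72 and a GC content of 48.2%.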

Table S3 List of deregulated ribosomal protein (RP) genes in Chd5-deficient NSCs.

### Precocious protein synthesis alters dynamic translational control, affecting expression of the proneural factor Mash1

To determine whether the large-scale transcriptional derepression of genes encoding ribosomal proteins we identified in Chd5-compromised NSCs affected overall translational load, we monitored the synthesis of newly translated peptides in control and Chd5-deficient NSCs. We analyzed global protein synthesis by visualizing nascent peptides using the O-propargyl-puromycin (OP-puro)-mediated labeling method (Fig 4A) (Liu et al, 2012). In this assay, cells are briefly pulsed for 30 min with the puromycin analog OP-puro, which becomes incorporated into actively translated peptides; using click chemistry, the newly synthesized peptides are visualized microscopically. Consistent with up-regulation of genes encoding ribosomal proteins, Chd5-deficient NSCs had a significant increase in global protein synthesis relative to controls (Fig 4A and B). This finding indicates that premature activation and transcriptional derepression of ribosomal proteins in Chd5-deficient NSCs lead to enhanced ribosome biogenesis and increased protein synthesis.

**Figure 4.**
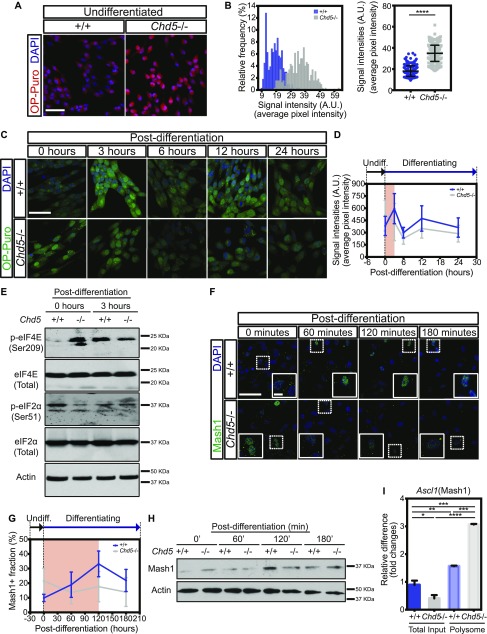
Precocious surge of protein synthesis disrupts dynamic translational regulation of the proneural factor Mash1 during early stages of neural differentiation. **(A, B)** Representative immunofluorescent images of wild-type (+/+) and Chd5-deficient (*Chd5*−/−) NSCs (left panels), showing OP-puro–labeled nascent peptides (red) and DAPI nuclear signal (blue), with corresponding distribution and quantification of mean signal intensities over pixels of OP-puro signal (right panels) in randomly selected fields (5 fields per sample). Data are represented as mean ± SD (n = 2). ****<0.0001; unpaired *t* test. Scale bar = 50 μm. **(C, D)** Representative immunofluorescent images of wild-type and Chd5-deficient undifferentiated (0 h post-differentiation) and differentiated (3, 6, 12, and 24-h post-differentiation) NSCs (left panels), and each image was assessed for OP-puro–labeled nascent peptides (green) and DAPI nuclear signal (blue), with temporal representation of corresponding mean signal intensities over pixels of OP-puro signal at all time points in randomly selected fields (2–6 fields per sample), as plotted in Fig S3A and B. Data are represented as mean ± SD (n = 2). Scale bar = 50 μm. **(E)** Western blots of undifferentiated wild-type and Chd5-deficient NSCs (0 h post-differentiation) and differentiated cells (3-h post-differentiation), assessed for phosphorylated eIF4E at serine residue 209 (p-eIF4E), unmodified total eIF4E (eIF4E), phosphorylated eIF2α at serine residue 51 (p-eIF2α), unmodified total eIF2α, and β-actin (actin) expression. **(F)** Representative immunofluorescent images of wild-type and Chd5-deficient NSCs (left panels) that were undifferentiated (0 min) or differentiated (for 60, 120, and 180 min) and assessed for Mash1 (green) and DAPI nuclear signal (blue). Dashed rectangles indicate the zoomed-in regions, shown in insets. **(G)** Quantification of corresponding frequency of Mash1+ population, displaying distinct nuclear Mash1 expression, in randomly selected fields (5–7 fields per sample) (right panels). Data are represented as mean ± SD (n = 2). Scale bar = 50 μm (main image) and 10 μm (insets). **(H)** Western blots of wild-type and Chd5-deficient NSCs, assessed for Mash1 and β-actin (actin) expression at indicated time points. **(I)** Quantification of *Ascl1* (i.e., transcript of Mash1) in total input and polysome fractions of wild-type and Chd5-deficient NSCs. Data are represented as mean ± SD (n = 2). *<0.05; **<0.01; ***<0.005; ****<0.0001; Tukey's multiple comparison test.

We envisioned that enhanced translation might be a normal phenomenon that specifically marks the NSC activation process and, therefore, assessed protein synthesis in wild-type NSCs as they underwent differentiation; we also examined the consequences of increased protein synthesis on the NSC activation process in Chd5-deficient NSCs by tracking temporal changes in OP-puro during differentiation (Figs 4C and D, and S4A and B). Intriguingly, protein synthesis in wild-type NSCs rapidly increased during the first 3 h, declined sharply between 3 and 6 h, and fluctuated in smaller increments for the next 18 h between 6- and 24-h time points. Notably, the initial surge of protein synthesis peaked just 3 h into the differentiation process (see Figs 4C and D, and S4A). This surge of protein synthesis took place at the beginning of NSC activation and defined the early post-differentiation hours as a critical window. In contrast, the OP-puro signal in Chd5-deficient NSCs was initially higher at the onset of differentiation and then dropped precipitously during the first 3-h window, being reciprocal to the upward trend observed in control cells (see Figs 4C and D, and S4B). Changes in OP-puro signals in both wild-type and Chd5-deficient NSCs were correlated with an increase in phosphorylation of the mRNA cap–interacting eukaryotic translation initiation factor 4E (eIF4E) and a corresponding decrease in the phosphorylated GDP-bound translation inhibitory form of eIF2α, thereby corroborating the observed increase in OP-puro signal was an accurate reflection of an increase in cap-dependent translation initiation (Fig 4E). Notably, the fluctuation of the OP-puro signal observed in Chd5-deficient NSCs between 6- and 24-h post-differentiation were similar to that of wild-type NSCs, suggesting that Chd5 deficiency impinged upon translation during the very first hours of neural differentiation. These observations show the dynamic nature of translation occurring during the NSC activation phase of neural differentiation, and indicate that this process is disrupted in Chd5's absence.

**Figure S4.**
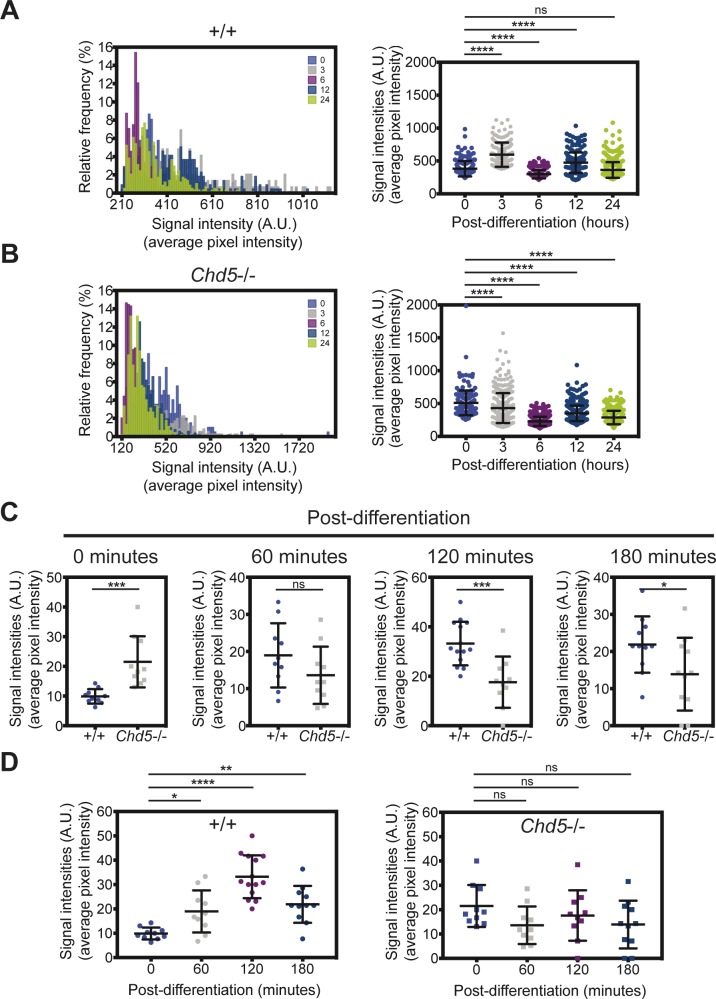
Disrupted dynamic translational regulation of proneural factor Mash1. **(A, B)** Distribution and comparison of mean signal intensities over pixels of OP-puro signal in randomly selected fields (2–6 fields per sample) of wild-type (upper panels) and Chd5-deficient (lower panels) NSCs at all time points, as shown in representative images in Fig 4C. Data are represented as mean ± SD (n = 2). ns, no significance; ****<0.0001; Tukey’s multiple comparisons test. **(C)** Comparison of the Mash1+ populations between wild-type and Chd5-deficient NSCs at each time point. Data are represented as mean ± SD (n = 2). ns, no significance; *<0.05; ***<0.001; unpaired *t* test. **(D)** Temporal representation of the Mash1+ populations of wild-type (left panel) and Chd5-deficient (right panel) NSCs at the time points, as indicated in Fig 4F. Data are represented as mean ± SD (n = 2). ns, no significance; *<0.05; **<0.01; ****<0.0001; Tukey’s multiple comparisons test.

Since the response to differentiation cues occurs so rapidly, we hypothesized that a key cell fate determinant (e.g., a lineage-specific transcription factor) is translated during the earliest stages of differentiation and that disruption of its synthesis alters cell fate potential. To test this possibility, we monitored the nuclear localization and global levels of the proneural transcription factor Mash1—a basic helix-loop-helix transcription factor that maintains homeostasis of neural progenitors and regulates neuronal lineage specification (Ross et al, 2003; Guillemot & Hassan, 2017); we assessed Mash1 during the critical first 3-h window of differentiation (Figs 4F–H and S4C and D). Our analyses revealed that both the frequency of cells with nuclear expression of Mash1 and the overall levels of Mash1, significantly increased during the first 2 h in control NSCs, thus suggesting that the transcript encoding Mash1 (i.e., *Ascl1*) is subject to cap-dependent translation initiation during this critical window of differentiation (Jung et al, 2014). Although the frequency of Mash1+ populations and protein levels in *Chd5*−/− NSCs were initially higher at the onset of differentiation, reflecting premature activation, they rapidly dissipated just 60 min into the differentiation process and remained at lower levels over the course of the assay (Figs 4F–H, S4C and D). The idea that the transcript-encoding Mash1 was being prematurely translated in Chd5-deficient NSCs was further supported by our finding that *Ascl1* is depleted in total RNA pools and significantly enriched in actively translating polysome fractions; thus, the transcript-encoding Mash1 is preferentially associated with ribosomes (Fig 4I). These findings illustrate the highly dynamic nature of translational regulation of the key neuronal transcription factor Mash1 during the earliest stages of differentiation, demonstrate that appropriate control of protein synthesis during the onset of differentiation is essential for cell fate specification, and define Chd5 as a critical modulator of these processes.

## Discussion

Transcriptomic profiling of slowly cycling qNSCs and mitotically active aNSCs isolated from the adult mouse brain has identified key intrinsic molecular events that are unique to aNSCs, including a surge of ribosome biogenesis, a shift in the usage of metabolic pathways from glycolysis to oxidative phosphorylation, and up-regulation of a subset of lineage-specific transcription factors (Llorens-Bobadilla et al, 2015; Shin et al, 2015). Although these changes are assumed to collectively underlie the NSC activation process, the temporal coordination and causal relationships between these events in the context of cell fate specification has yet to be clearly understood.

Here, we show that a series of untimely cellular and molecular events triggered by Chd5 deficiency leads to premature activation of NSCs. These perturbations at the very onset of neurogenesis culminate in altered cell fate specification at later stages of neural differentiation, generating an excessive number of astrocytes at the expense of neurons. We discovered a surge of protein synthesis during the initial hours of the neural differentiation process as a crucial event for proper execution of neuronal lineage specification, a shift of which disrupts dynamic translation of the key proneural transcription factor Mash1. These findings provide insight into translational regulation of neuronal cell fate specification and highlight the interplay between transcription and translation as a pivotal mechanism controlling neural cell fate.

### Premature stem cell activation caused by Chd5 loss

Recent identification of aNSCs of the ventricular–subventricular zone of the adult mouse brain reveals the existence of a mitotically active population of radial glial cells with distinct cellular features including increased mitotic activity and enhanced ability to form neurospheres; these cells are known as “activated” NSCs (Codega et al, 2014; Mich et al, 2014). We show that Chd5-deficient NSCs generate larger neurospheres and incorporate EdU at a faster rate, indicating that increased proliferation is a prominent cellular characteristic. Consistent with its previously identified proliferation-suppressive role (Bagchi et al, 2007), Chd5 is sufficient to reverse this phenotype. This enhanced proliferation potential—a defining property of aNSCs—provided a clue that Chd5 deficiency augments the population of activated NSCs.

Activated NSCs express a unique set of cell type–specific markers such as the proliferation-related receptor tyrosine kinase epidermal growth factor receptor (Egfr) and the intermediate filament protein nestin (Codega et al, 2014; Mich et al, 2014). We find that the Egfr+ (i.e., Egfr^High^) population is enriched in Chd5-deficient NSCs, further suggesting that expansion of the aNSCs population is driving enhanced proliferation. Consistent with this idea, expression of the aNSC marker nestin is markedly elevated in Chd5-deficient NSCs. These findings indicate that loss of Chd5 leads to a premature shift to the activated stem cell state.

### Premature NSC activation perturbs cell fate specification

Transplantation studies reveal that although both qNSCs and aNSCs are capable of giving rise to neurons, the kinetics of the generation processes differ, suggesting that these two progenitor populations have different cell fate potentials (Codega et al, 2014). Are qNSCs and aNSCs hardwired with distinct lineage specification potentials? Do intrinsic differences in lineage specification potential of progenitors impact neural cell fate? We addressed these questions using Chd5-deficient NSCs—which mirror the cellular properties of aNSCs—and assessed differentiation capacity by quantitating the neurons and astrocytes that were generated. Strikingly, Chd5-deficient NSCs generate more astrocytes at the expense of neurons. These findings indicate that loss of Chd5 in neural progenitors exerts its influence on the intrinsic program of cell fate specification to favor the astrocytic lineage.

Because reintroduction of exogenous Chd5 rescues the cell fate defect, we hypothesize that the untimely NSC activation caused by Chd5 deficiency alters the neural cell fate capacity. We show that the cellular state at the onset of differentiation is functionally tied to the execution of cell fate specification. Neural progenitors in the developing mouse brain are known to shift from the neuronal phase (i.e., neurogenesis) to the glial phase (i.e., gliogenesis), thus indicating that the outcome of cell fate specification is subject to change, depending on the competence of progenitors (Miller & Gauthier, 2007; Kohwi & Doe, 2013). Thus, cell fate potential (i.e., competence) is dictated by the state of neural progenitors, which is orchestrated by both intrinsic and extrinsic mechanisms that are regulated spatially and temporally.

### Transcriptional derepression and up-regulation of ribosomal protein genes

The chromatin remodeler Chd5 regulates the packaging of the genome during sperm maturation (Li et al, 2014) and is required for migration of differentiating neural progenitors (Egan et al, 2013; Nitarska et al, 2016). At the biochemical level, Chd5 is capable of translocating nucleosomes in vitro, and Chd5 is a component of the nucleosome remodeling and deacetylase complex (Potts et al, 2011; Quan & Yusufzai, 2014). Despite these observations suggesting that the chromatin remodeler Chd5 impacts chromatin structure, the impact of disruption of Chd5 on the transcriptional cascades in NSCs had not been elucidated.

Our observation of premature activation of Chd5-deficient NSCs indicates that intrinsic mechanisms that maintain the ground state of NSCs are perturbed. We reasoned that transcriptional regulation is indispensable for homeostasis of neural progenitors. Indeed, we found transcription to be globally altered by Chd5 deficiency, with the vast majority of differentially expressed genes being up-regulated. 

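Across the 12576 rows tested, the rank correlation of TPM was 0.974 between the 2 +/+ samples, 0.904 between the 2 Chd5−/− samples, and between 0.904 and 0.925 for the 4 pairs of a +/+ and a Chd5−/− sample. The 2 Chd5−/− samples thus differed from each other as much as from the +/+ samples. The 2 genotypes did not overlap in 59.4% of the rows, with both Chd5−/− samples above both +/+ samples in 5825 and below in 1640, where chance gives 33.3%. These counts are of the deposited values. In limma's calls the excess of higher rows depended on the scaling. At an unadjusted p-value under 0.05, 2748 rows were higher and 285 lower as deposited. These numbers were 1508 and 1311 after median-of-ratios scaling, and 622 and 792 with GC and length trends removed. Both steps bring the typical difference between samples close to 0, so they would also remove a rise shared by most genes.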

Consistent with this broad-scale transcriptional derepression, we noted alterations in DAPI-dense nuclear patterns and H2B patterns in Chd5-deficient NSCs, suggestive of altered chromatin architecture. Thus, the chromatin remodeler Chd5 regulates transcription and, in most of the cases, functions as a transcriptional repressor.

Recent studies of chromatin organization implicate trimethylation of lysine 27 of histone H3 (H3K27me3)—a covalent modification recognized by Cbx components of the polycomb repressive complex 1—in transcriptional repression and chromatin compaction (Zhu et al, 2013; Williamson et al, 2014; Boettiger et al, 2016). Consistent with our findings that transcriptional derepression is a salient feature of Chd5-deficient NSCs, we found enhanced expression of the transcriptionally active histone mark H3K27ac, and concomitant reduced expression of the transcriptional repressive mark H3K27me3. Importantly, perturbation of the H3K27me3-specific demethylase Utx is sufficient to rescue the cell fate specification defect of Chd5-deficient NSCs, indicating that H3K27me3 is functionally important in maintaining appropriate transcriptional control in NSCs and highlighting Chd5's pivotal role in this dynamic process. Taken together, these findings illustrate the crucial role of the Chd5 chromatin remodeler in transcriptional repression in NSCs and maintenance of the progenitor ground state.

### Precocious surge of protein synthesis and compromised translation of the transcript encoding Mash1

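The 33 genes of the small ribosomal subunit had a median log2 fold change of 1.06, and both Chd5−/− samples lay above both +/+ samples for 32 of them. The 50 genes of the large subunit had a median of 0.98, with 47 above. With GC and length trends removed the medians were 0.62 and 0.58. The difference between the subunits was small beside the difference between the 2 +/+ samples in either.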

The transcriptional derepression of Chd5-deficient NSCs is particularly notable because it causes increased expression of genes encoding ribosomal subunits, suggestive of an increase in ribosome biogenesis. Intriguingly, enhanced ribosome biogenesis is a key intrinsic molecular feature of aNSCs, in line with our finding that Chd5-deficient NSCs take on an activated state (Llorens-Bobadilla et al, 2015; Shin et al, 2015). We discovered that prematurely activated Chd5-deficient NSCs have a marked increase in nascent peptide synthesis. The question of how this process is temporally regulated during neural differentiation and what functional impact enhanced protein synthesis exerts on translational regulation of key proteins such as lineage-specific transcription factors had not been addressed previously. Using a combination of differentiation assays with imaging-based assessments of nascent protein synthesis, we show that protein synthesis surges just 3 h into the differentiation process in control NSCs, and drops precipitously during the next 3 h, demonstrating the dynamic nature of protein synthesis that normally takes place during the earliest stages of neural differentiation. In contrast, this characteristic surge of protein synthesis does not take place in Chd5-deficient NSCs. Being initially higher than that of controls at the onset, protein synthesis decreases during the first 3 h of the differentiation process; this temporal pattern of Chd5-deficient NSCs is thus reciprocal to that of controls. These findings illustrate that dynamic regulation of protein synthesis during initial stages of differentiation is a crucial event for regulating NSC activation and for maintaining homeostasis of neural progenitor pools.

We reasoned that factors crucial for NSC activation must be preferentially and rapidly translated during this early critical window of cell fate specification. We focused on Mash1, as this transcription factor has a well-documented function in neuronal cell fate specification (Ross et al, 2003), and Mash1 expression in early neural progenitors is required for neuronal differentiation and for the generation of GABAergic-inhibitory neurons in the developing brain (Guillemot & Hassan, 2017). Furthermore, ectopic expression of Mash1 in non-neuronal lineages such as mouse embryonic fibroblasts is sufficient to induce neuronal lineage specification and to generate functional neurons (Chanda et al, 2014). By monitoring changes in Mash1 localization and expression, we found that the proportion of Mash1+ cells and the overall levels of Mash1 in control cells increase significantly just 2 h into the differentiation process, specifically during the window in which we find cap-dependent translation initiation to be enhanced. In contrast, the proportion of Mash1+ cells and the overall levels of Mash1 are initially higher in Chd5-deficient NSCs before differentiation, with Mash1 levels dissipating 2 h into the differentiation process, specifically during the window in which cap-dependent translation tapers down. These findings indicate that perturbation of the dynamics of protein synthesis in Chd5-deficient NSCs takes a toll on translational control and, hence, Mash1 expression.

In summary, we show that the cellular state of progenitor cells dictates the fate of differentiated progenies. Under normal circumstances, NSC activation occurs upon differentiation and lasts for about 12 h. A characteristic surge of protein synthesis and enhanced ribosome biogenesis takes place within hours of NSC activation, heavily influencing translational control and expression of the neuronal lineage regulator Mash1, thereby modulating neuronal cell fate specification. In contrast, absence of the chromatin remodeler Chd5 disrupts the temporal order of events. Chd5-deficient NSCs become activated prematurely, concomitant with transcriptional derepression. This untimely NSC activation perturbs the very early stages of differentiation, leading to inappropriate translational control that deregulates Mash1 expression, the effect of which collectively manifest as an overproduction of astrocytes at the expense of neurons. Future studies on the mechanisms whereby specific transcripts are normally selected for translation in response to differentiation cues to promote the transition of stem cells from a quiescent to the activated state, and how perturbations in these processes affect tumorigenesis, await to be explored. These findings highlight the immediate and dynamic intrinsic regulatory mechanisms that operate at the post-transcriptional level, which in conjunction with the transcriptional mechanisms regulated by the chromatin remodeler Chd5, determine the ultimate fate of neural progenitors.

## Materials and Methods

### Cell culture

Neural stem/progenitor cells were isolated from mouse brain using the explant culture method (Marshall et al, 2008; Deleyrolle & Reynolds, 2009). *Chd5* (Ref Seq access: NM_029216) was expressed in primary NSCs using retroviral transduction (Keyes et al, 2005; Guo et al, 2009). Knockdown of *Utx* was performed using retroviral constructs expressing shRNAs for *Renilla* luciferase (control) and *Utx.* Morphological features of undifferentiated NSCs, neurospheres, and neurosphere-derived adherent cultures were analyzed by phase contrast microscopy. Neurosphere diameter was assessed using ImageJ software. All animal handling procedures and experimental protocols followed the guidelines of Cold Spring Harbor Institutional Animal Care and Use Committee.

### Immunofluorescent microscopy

Expression of Chd5, nestin, vimentin, Map2, Gfap, Mash1, GFP, H3K27me3, H3K27ac, and actin (i.e., β-actin) and in NSCs and P1 cortices was assessed using immunofluorescent microscopy (Vestin & Mills, 2013). Protein synthesis was assessed using the OP-puro–based protein assay (Click-iT Plus OPP Protein Synthesis Assay; Molecular Probes). The signal intensities of vimentin, nestin, and OP-puro were quantitated using Volocity software. OP-puro–positive, Mash1-positive, Map2-positive, and Gfap-positive cells were quantitated using the Cell Counter Plugin feature of ImageJ software.

### Flow cytometry

The cellular makeup of NSC populations was examined by assessing fractions of cell surface marker-positive populations (Cd133 and Egfr) using flow cytometry (Codega et al, 2014; Mich et al, 2014). NSC proliferation was measured by EdU (5-ethynyl-2′-deoxyuridine) incorporation (Click-iT Plus Edu; Molecular Probes).

### Molecular analyses

Expression at the protein level was assessed by the Western blot analysis (Gallagher et al, 2001). Global gene expression was assessed by RNA-seq (for detailed materials and methods, see the Materials and Methods section of the Supplementary Information).

### Accession numbers

The accession number for RNA-seq data reported in this manuscript is Gene Expression Omnibus: GSE80583.

## Supplementary Information

Supplementary Information is available at https://doi.org/10.26508/lsa.201700016.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

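RNA-seq was analysed in 4 samples of primary mouse NSCs, 2 +/+ and 2 Chd5−/−. The authors deposited TPM values, made from their reads by steps that the paper's text does not name, in 1 table with a row per gene or transcript name. The values were used as deposited, and every column was assigned to a sample by its name. TPM in each sample adds to the same total, so a change in abundant rows shifts all others. The 20 rows of highest mean TPM held 32.4% and 35.6% of the TPM in the +/+ samples and 21.6% and 22.8% in the Chd5−/− samples. Sequencing depth cannot be read from TPM, so the precision of single values rests on the 2 samples per genotype alone.

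From the TPM values, log2(TPM + 1) was computed, and rows with a mean of at least 1 TPM were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend, two-sided) without other terms. Adjusted p-values are Benjamini-Hochberg over all rows tested unless stated to be over a list alone. No count-based test was used, because the values are not counts. Genes named in the text were the 5 rows with the largest rise and the 5 with the largest fall among rows with an adjusted p-value under 0.05 and no overlap between genotypes, filled up by smallest unadjusted p-value, the 3 ribosomal protein genes at each end, every gene the paper names, and sex-linked genes. Any other gene was named after its values were seen. Some genes that fall under this rule are not reported here.

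Gene lists were tested with limma's camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. The list of 84 ribosomal protein genes came from Table S3 and was tested on its own. A further 20 lists were written, and the 17 with at least 5 rows tested were adjusted together. They were ribosome biogenesis factors, the RNA polymerase I machinery, translation initiation factors, translation elongation factors, mitochondrial ribosomal proteins, the nuclear-encoded respiratory chain, proteasome subunits, glycolysis, the cell cycle, replication-dependent histones, rostral forebrain regional genes, midbrain, hindbrain and spinal cord regional genes, neurons, astrocytes, the oligodendrocyte lineage, mesenchymal cells and short RNA features. Hox genes, microglia and sex-linked genes had fewer rows. The median of each list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, or on expression and GC content in 10 by 10 bins.

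GC content and transcript length were taken from GENCODE release M21 of GRCm38, the source of all coordinates, which may not be the annotation the authors used. They were found for 96.2% of the rows tested. To remove trends, the difference of each sample from the row mean was fitted by loess (span 0.5) on both and the fit was subtracted. Alternatives were a pseudocount of 0.1 or 5, no minimum or a minimum of 10 TPM, median-of-ratios scaling, quantile normalization, rescaling without the 20 most abundant rows, identical rows kept once, removal of GC and length trends, the replicate number as a block, eBayes without the trend or with robust estimation, other thresholds, and leaving out each sample. The design, the lists, the named-gene rule and these alternatives were set before the data were examined. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

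The scripts were tested on simulated data for the 12576 rows, in which 200 rows were changed. At 2 samples against 2, changes of 8, 4, 2 and 1 on the log2 scale were called in 100%, 88%, 22% and 0% of 50 rows each. Of 113 rows called, 8 were unchanged ones, and 0 rows were called in data without changes. Methods given in supplementary text other than Tables S1 to S3 were not used here.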

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

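The tests of explanations in this part were chosen before their results were seen, whereas the ranges of adjusted p-values over the alternatives were added for these genes after the data were seen. Each of 4 genes was higher in both Chd5−/− samples than in both +/+ samples with an adjusted p-value under 0.05 from limma, and is listed in Table S1 but not discussed in the paper's text. They drew attention as a signal in genes the paper does not discuss.

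Tagln3 rose by 5.04 and Fam65a by 3.77 on the log2 scale. A trend with GC content or transcript length is argued against as the whole cause, since with these trends removed the log2 fold changes were 4.40 (standard error 0.27) and 3.03 (standard error 0.20). The adjusted p-values were then 0.0807 and 0.104, and over the alternatives they ranged from 0.0260 to 0.294 for Tagln3 and from 0.0260 to 0.336 for Fam65a. The genotype stays open as an explanation, as do the age entries of the labels and any difference between the litters or cultures. None of these was tested. The age entries go with the genotype but conflict with the growth protocol in the same labels.

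Mir6516 and Mir7-1 differed by 6.48 and 6.20 in log2(TPM + 1), values that depend on the pseudocount because both are listed at 0 in the +/+ samples. With GC and length trends removed the differences were 5.60 and 5.85 (adjusted p = 0.0373 for both), against such a trend as the whole cause. Over the alternatives the adjusted p-value ranged from 0.0262 to 0.194 for Mir6516 and from 0.0220 to 0.194 for Mir7-1. Mir7-1 lies within Hnrnpk, which was at 907.07 and 833.05 TPM in the +/+ samples and at 684.79 and 778.48 TPM in the Chd5−/− samples. Its log2 fold change of -0.25 argues against a change in the amount of the host gene as the cause. The host gene of Mir6516 was not analysed here. Both features are short, at 108 nucleotides for Mir7-1 and 110 for Mir6516, so few reads can give a high TPM. How the counting divided reads between a short feature and its host could not be read from TPM, and a difference in that division remains open beside the genotype.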

How the results depend on the processing

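The crossed replicate block, the centring of samples and the use of the alternatives on single genes were chosen after the data were seen. The number of rows with an adjusted p-value under 0.05 was 7. It was 4 with a pseudocount of 0.1, 4 with GC content and length trends removed, 1 after quantile normalization, 0 without a minimum TPM (3473 at an unadjusted p-value under 0.05), and 13 at a threshold of 0.1, where 1 was a ribosomal protein gene. Under the other alternatives without a block it was between 5 and 7. The share of these rows that were higher was 57.1%. It was 40% with a pseudocount of 5, 50% after median-of-ratios scaling, after rescaling without the 20 most abundant rows, with the trends removed and with eBayes without the trend, 69.2% at a threshold of 0.1, 75% with a pseudocount of 0.1, and 100% after quantile normalization, where it rests on 1 row. Where no row passed, there is no share.

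The labels number the replicates but do not say that a number marks a shared litter or day, and the deviations of same-numbered samples from their group means had a correlation of -0.15. With a replicate block, 0 rows passed (2289 unadjusted), and 0 with the replicate block and trends removed (938 unadjusted). With the crossed pairing, 5 rows passed.

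The share of 2-fold differences that were higher was 92.0%. It was 88.7% with a pseudocount of 5, 89.3% with a minimum of 10 TPM, 83.2% after rescaling without the 20 most abundant rows, 69.8% after median-of-ratios scaling, 62.1% after quantile normalization, 60.8% with each sample centred on its median, and 55.0% with GC and length trends removed. It stayed above 50% under each. Across the 4 comparisons that each left out one sample it went from 86.4% to 92.5%. Median-of-ratios scaling, quantile normalization, centring and removal of the trends would each also remove a rise shared by most genes. The lower shares under them therefore do not argue against such a rise.

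The median log2 fold change of the ribosomal protein genes was above 0 under every alternative, and from 0.72 to 1.34 with one sample left out. That of Chd5 was -0.39, and -1.68 and -0.091 with pseudocounts of 0.1 and 5 and -0.45 after median-of-ratios scaling.

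Median-of-ratios scaling and rescaling without the most abundant rows each divide a sample by a single factor, and moved the median of all rows from 0.34 to 0.0052 and to 0.13. Lists with positive medians smaller than these shifts therefore fell below 0, apart from the RNA polymerase I machinery (0.0088) and neurons (0.026) after median-of-ratios scaling, and this says nothing about the lists themselves. After median-of-ratios scaling the median was -0.26 for ribosome biogenesis factors, -0.12 for initiation factors, -0.17 for mitochondrial ribosomal proteins, -0.063 for proteasome subunits and -0.31 for short RNA features. After rescaling it was -0.13 for biogenesis factors, -0.038 for mitochondrial ribosomal proteins and -0.17 for short RNA features. With identical rows kept once it was -0.032 for short RNA features, with 28 rows in place of 29. After quantile normalization it was -0.22 for biogenesis factors, -0.24 for the RNA polymerase I machinery, -0.20 for neurons and -0.29 for short RNA features. With GC and length trends removed, with or without the replicate block, it was -0.21 for biogenesis factors (past camera's threshold with the block), -0.11 for RNA polymerase I, -0.13 for initiation factors, -0.14 for mitochondrial ribosomal proteins, -0.0077 for the respiratory chain, -0.051 for neurons and -0.33 for short RNA features. Under quantile normalization and the removal of trends the cause was not tested. Among single genes, Rpl22l1 went to 0.12, Rpl39 to -0.21, Map2 to -0.051 and Ezh2 to 0.030 with the trends removed, with or without the replicate block. Rpl39 went to -0.31 and -0.41, Map2 to -0.30 and -0.20 and Kdm6a to -0.26 and -0.13 after median-of-ratios scaling and quantile normalization, and Map2 to -0.16 and Kdm6a to -0.12 after rescaling.

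Under the alternatives other than the crossed block, other lists crossed the threshold of camera's adjusted p-value without a change of sign, and the cause was not tested. The respiratory chain passed after quantile normalization (median 0.29). The Hox genes, with 2 rows and so not tested as deposited, passed without a minimum TPM (10 rows, median -0.050, adjusted p = 0.0246). The cell cycle (0.47) and replication-dependent histones (0.56) passed with GC and length trends removed, with or without the replicate block. Astrocyte genes passed with a pseudocount of 0.1 (-0.11) and with the block and trends removed (-0.59). Rostral forebrain genes no longer passed after median-of-ratios scaling (-1.07), quantile normalization (-1.06) or rescaling (-0.96).

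With one sample left out in turn, the medians went from -0.15 to 0.80 for the RNA polymerase I machinery, 0.18 to 0.37 for initiation factors, 0.59 to 1.27 for elongation factors, 0.65 to 1.70 for glycolysis, -1.61 to 0.047 for rostral forebrain genes, 0.34 to 1.76 for midbrain, hindbrain and spinal cord genes, -0.38 to 0.52 for neurons and 0.079 to 2.71 for mesenchymal genes. The negative value of RNA polymerase I came without Chd5−/− replicate 1, and that of neurons without Chd5−/− replicate 2. Of the 27 single genes followed under the alternatives, 7 passed the threshold as deposited, and in 36 of their 75 tested comparisons they no longer did. The other 20 could not lose a call, and 1 of their 216 comparisons gained one (Fam84a with a minimum of 10 TPM). Sizes moved without a change of call, as for Bmp3 (4.42, but 6.02 and 2.67 with pseudocounts of 0.1 and 5), Mir7-1 (6.20, but 9.51 and 3.96) and Rpl18 (2.54, but 1.67 with the trends removed), so these counts do not measure stability. Depth is unknown, so no limit from counting can be set on any of these.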

Differences from the paper's values

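The use of the alternatives on single genes was chosen after the data were seen. The paper's number of deregulated genes is 361, against 7 here, and none of the alternatives set before the data were examined closed the gap. All of them use limma at 2 samples against 2. In simulated data this test called 0% of rows changed by 1 and 22% of rows changed by 2 on the log2 scale. The rows of Table S1 had median log2 fold changes of 1.67 (higher) and -1.34 (lower). A low count therefore does not show that these rows were unchanged. The paper's share of deregulated genes that were up-regulated is 86%, against 57.1% of 7 here. With a pseudocount of 0.1 it was 75% of 4 genes, after quantile normalization 100% of 1 gene and at a threshold of 0.1 it was 69.2% of 13 genes, which do not differ by the rule used. The other alternatives did not close the gap. The share of 2-fold differences that were higher, which uses no test, was 92.0%.

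The paper's number of ribosomal protein genes up-regulated is 46, or 55% of the 84, against 0 and 0% here, and none of the alternatives closed the gap. The 84 genes had a median log2 fold change of 1.03, close to the size of 1 at which the test called 0% of simulated rows. The gap therefore does not show that these genes were unchanged. Adjusted over the list alone, 61 of the 84 passed, among them all 46 that the paper's adjusted p-value calls and 15 that it does not. At a threshold of 0.1 over all rows 1 passed, Rps15. Over all rows that threshold added 6 rows to the 7, of which 5 are in Table S1 (Bmp3, Fam84a, Rps15 and, named after their values were seen, Spon1 and AK009067), and a minimum of 10 TPM added 1, Fam84a.

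The paper's log2 fold changes in Tables S1 and S3 differ from those on log2(TPM + 1) by more than the spread between replicates for 11 of the genes named in the text. Where one genotype is near or at 0 TPM, as in Mir6516, Mir7-1, Bmp3, AK216824, Six3 and Six3os1, the difference is set largely by the pseudocount, so these values are no estimates of a fold. Mir6516 and Mir7-1 are listed at 0 in both +/+ samples. For Mir6516 the paper's value is 4.45 against 6.48, and it was 4.22 with a pseudocount of 5. For Tagln3 the paper's 4.16 stands against 5.04, with 3.99 at a pseudocount of 5 and 4.40 with GC and length trends removed. For Fam65a the paper's 3.21 stands against 3.77, with 3.13 at a pseudocount of 5, 3.43 after median-of-ratios scaling, 3.40 after quantile normalization and 3.03 with the trends removed. For Bmp3 the paper's 2.86 stands against 4.42, with 2.67 at a pseudocount of 5. For AK216824 the paper's -5.12 stands against -6.85, with -4.79 at a pseudocount of 5. For Six3os1 the paper's -4.18 stands against -5.54, with -4.03 at that pseudocount. For Fam84a the paper's -2.90 stands against -3.16, with -2.96, and for Nudt7 the paper's -2.27 against -3.12, with -2.26, both at that pseudocount. For Rpl18 the paper's 1.96 stands against 2.54, with 1.97 at a pseudocount of 5, 2.20 after median-of-ratios scaling, 2.09 after quantile normalization and 1.67 with the trends removed. The other alternatives did not close these gaps. For Mir7-1 the paper's 4.33 stands against 6.20, and for Six3 the paper's -3.07 against -4.59. With pseudocounts of 0.1 and 5 they were at 9.51 and 3.96 for Mir7-1 and at -5.73 and -2.93 for Six3. The paper's values lie between those at 1 and 5, and no alternative tried came within the spread between replicates. The paper's text does not say how its log2 fold changes were computed, so whether a pseudocount explains these gaps is open.

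The paper states that the rRNA precursor was lower in the total RNA of Chd5−/− NSCs (Fig S3E). That is another measurement than the libraries of polyadenylated RNA, in which the row Rn45s, named for that precursor, was higher by 1.09 on the log2 scale, and the paper's own value in Table S1 is 1.02, also higher.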

Other observations

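The set tests of the lists and their alternatives were planned. The tests of explanations in this part were chosen after the results were seen, apart from that of the ribosomal protein genes against random lists matched on GC content, and so was the use of the alternatives on single genes. For the mesenchymal genes, a first test on the number of genes higher in replicate 1 (6 of 8) decided nothing and was replaced by a test on type I collagen, which does not decide it either.

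More rows were higher than lower in Chd5−/− NSCs, and what shaped this excess is in part open. A few rows taking much of the TPM are argued against as the whole cause, since 83.2% of the 2-fold differences were still higher after rescaling without the 20 most abundant rows, of which 12 were lower in Chd5−/− NSCs. A trend with GC content or transcript length cannot be told apart from a change that goes with genotype. With the trends removed the share was 55.0%, but centring each sample on its median took it to 60.8% on its own, so most of that fall says nothing about GC content. The trend runs with genotype and, more weakly, between the 2 +/+ samples (rho = 0.33).

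The higher ribosomal protein genes are hard to attribute to GC content alone, as 0 of 10000 random lists matched on expression and GC content had a median as high. They were above all rows by 0.69. A few rows taking much of the TPM would move rows of one expression level alike, and 0 of 10000 random lists matched on expression alone had a median as high, which argues against this as the whole cause. A difference between cultures that has nothing to do with genotype stays open: the 2 +/+ samples differed by a median of 0.60 in this list, and with 2 samples per genotype such a difference and one that goes with genotype cannot be told apart. Ribosomal proteins took 5.76% and 4.06% of the TPM in the +/+ samples and 8.37% and 9.21% in the Chd5−/− samples.

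Rostral forebrain regional genes were lower in Chd5−/− NSCs, with a median log2 fold change of -0.71 over 10 genes and an adjusted p of 0.0298 from limma's camera. Over the alternatives this adjusted p ranged from 0.000164 to 0.236, and fry gave 0.266. None of the 17 lists passed under fry or camera with an estimated correlation as deposited, and with GC and length trends removed this list alone passed under fry (0.0146). Of the 10 genes 3 lay below in both samples and 3 above. Without +/+ replicate 1 the median was 0.047, so that sample decides the direction, and without Chd5−/− replicate 1 or 2 it was -0.44 or -1.61. Six3, which is in this list and among the genes the text names, was lower in both. GC content and length are argued against, as the median was -1.20 with the trends removed. A sex difference between the groups is argued against too, since Xist was at 214.5 TPM or more in all 4 samples and the Y-linked Eif2s3y, Kdm5d and Uty were at or under 0.07 TPM in all. A difference in the brain region the cultures came from may have contributed. The 7 genes of the midbrain, hindbrain and spinal cord list had a median of 1.05, but it was 0.34 without +/+ replicate 1, 1.76 without +/+ replicate 2 and 0.11 with the trends removed, and its adjusted p was 0.644. Region and genotype cannot be told apart, because no value here separates them in 2 samples per genotype.

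Mesenchymal genes had a median log2 fold change of 1.57 over 8 genes (adjusted p = 0.942 from limma's camera), which was 0.079 without Chd5−/− replicate 1 and 2.71 without replicate 2. Fn1 was at 154.09 TPM in that sample and at 5.01, 8.61 and 12.16 TPM in the others, Postn at 15.11 against 0.06, 0.03 and 0 TPM. Col3a1 was at 7.41 against 0.04, 0 and 0 TPM, Dcn at 4.17 against 0, 0 and 0.06 TPM and Acta2 at 9.55 against 0, 0.30 and 0.20 TPM. Mesenchymal cells in that sample stay open as a candidate source. Fn1, Postn, Col3a1, Dcn and Acta2 go with them. The remaining genes of the list were not highest in that sample. Prrx1 was at 29.15 TPM there against 58.95, 92.48 and 24.18 TPM in the others. Col6a1 was at 3.71 against 3.07, 5.44 and 4.58 TPM, and Twist1 at 2.92 against 0.26, 0 and 5.16 TPM. The type I collagen transcripts Col1a1 and Col1a2, abundant in such cells, were at most at 0.2 TPM in Chd5−/− replicate 1.

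Glycolysis genes had a median log2 fold change of 0.89 over 16 genes, 15 of them higher (adjusted p = 0.0298 from limma's camera, 0.373 from fry). Camera's adjusted p ranged from 0.000632 to 0.0425 over the alternatives. Without Chd5−/− replicate 2 the median was 1.70. Gapdh was at 463.70 and 378.15 TPM in the +/+ samples and at 2153.8 and 1204.2 TPM in the Chd5−/− samples. With GC and length trends removed the median was 0.45.

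The other lists did not pass camera's adjusted threshold as deposited. Their median log2 fold changes were 0.41 for 80 genes of the nuclear-encoded respiratory chain (adjusted p = 0.308), 0.29 for 38 proteasome subunits (0.879), 0.62 for 28 cell cycle genes (0.390), 0.95 for 14 replication-dependent histones (0.276), 0.32 for 7 neuronal genes (0.644), -0.10 for 12 astrocyte genes (0.0647), 0.63 for 12 genes of the oligodendrocyte lineage (0.979) and 0.015 for 29 short RNA features (0.479). With one sample left out these medians ranged from 0.20 to 0.63 for the respiratory chain, 0.088 to 0.54 for proteasome subunits, 0.27 to 0.98 for the cell cycle, 0.23 (without Chd5−/− replicate 2) upwards for histones, -0.38 to 0.52 for neurons, -0.68 to 0.57 for astrocytes, -0.32 to 1.39 for the oligodendrocyte lineage and -0.020 to 0.33 for short RNA features. The sign turned without Chd5−/− replicate 2 for neurons and the oligodendrocyte lineage, and without Chd5−/− replicate 1 or +/+ replicate 2 for astrocytes. The Hox genes had 2 rows at or above a mean of 1 TPM, with a median of -0.60, the sex-linked genes had Xist alone, at 0.21, both changing sign with 1 sample left out (0.24 and -0.24 without +/+ replicate 2), and the microglia list had 0 rows, with P2ry12 at most at 0.45 TPM.

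Some of the genes that the paper names had these RNA values. Most of them the paper measured as protein or by quantitative RT–PCR. Sox3 it names only from earlier work, and Utx (Kdm6a) and Jmjd3 (Kdm6b) it targeted with shRNAs. Nes was at 74.73 and 83.22 TPM in the +/+ samples and at 94.66 and 60.88 TPM in the Chd5−/− samples. Egfr was at 138.93 and 129.19 against 147.21 and 324.03 TPM, and Prom1, which encodes Cd133, at 0.99 and 4.15 against 45.27 and 3.20 TPM. Pax6 was at 27.69 and 30.04 against 12.98 and 54.41 TPM, Sox3 at 7.19 and 3.86 against 4.89 and 23.18 TPM, and Gfap at 13.89 and 14.31 against 0.71 and 19.66 TPM. In each of these genes the 2 genotypes overlapped, or the 2 Chd5−/− samples differed by more than the genotypes. Vim had a log2 fold change of -0.38 (adjusted p = 0.387), Map2 of 0.073 (0.927), Eif4e of -0.65 (0.273), Eif2s1 of -0.58 (0.340), Actb of 0.81 (0.157), Ezh2 of -0.030 (0.949), Kdm6a of 0.11 (0.805) and Kdm6b of 1.05 (0.152), all from limma. Kdm6a turned negative after median-of-ratios scaling (-0.26), quantile normalization (-0.13) and rescaling (-0.12), Map2 under the same 3 scalings and with the trends removed, and Ezh2 turned to 0.030 with the trends removed. With the trends removed Actb was at 0.051, Kdm6b at 0.33 and Vim at -1.08. Without Chd5−/− replicate 2, Eif4e was at -0.26, Eif2s1 at -0.15, Map2 at -0.48 and Kdm6a at -0.088, and without Chd5−/− replicate 1 they were at -1.03, -1.01, 0.62 and 0.31. Ezh2 ranged from -0.17 to 0.11 with one sample left out. Tbr1 and Eomes were at or under 0.03 TPM in all samples. Rn45s was at 452.42 and 332.39 TPM in the +/+ samples and at 751.38 and 907.64 TPM in the Chd5−/− samples (adjusted p = 0.128). Because the libraries were made from polyadenylated RNA, this row holds only what rRNA passed that selection.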
